# Transcriptome analysis of a social caterpillar, *Drepana arcuata*: De novo assembly, functional annotation and developmental analysis

**DOI:** 10.1371/journal.pone.0234903

**Published:** 2020-06-22

**Authors:** Chanchal Yadav, Myron L. Smith, Jayne E. Yack

## Abstract

The masked birch caterpillar, *Drepana arcuata*, provides an excellent opportunity to study mechanisms mediating developmental changes in social behaviour. Larvae transition from being social to solitary during the 3^rd^ instar, concomitant with shifts in their use of acoustic communication. In this study we characterize the transcriptome of *D*. *arcuata* to initiate sociogenomic research of this lepidopteran insect. We assembled and annotated the combined larval transcriptome of “social” early and “solitary” late instars using next generation Illumina sequencing, and used this transcriptome to conduct differential gene expression analysis of the two behavioural phenotypes. A total of 211,012,294 reads generated by RNA sequencing were assembled into 231,348 transcripts and 116,079 unigenes for the functional annotation of the transcriptome. Expression analysis revealed 3300 transcripts that were differentially expressed between early and late instars, with a large proportion associated with development and metabolic processes. We independently validated differential expression patterns of selected transcripts using RT-qPCR. The expression profiles of social and solitary larvae revealed differentially expressed transcripts coding for gene products that have been previously reported to influence social behaviour in other insects (e.g. cGMP- and cAMP- dependent kinases, and bioamine receptors). This study provides the first transcriptomic resources for a lepidopteran species belonging to the superfamily Drepanoidea, and gives insight into genetic factors mediating grouping behaviour in insects.

## Introduction

Sociality is key to the success of many insects [1–3]. The ultimate benefits associated with sociality, including enhanced foraging, predator defense, disease resistance and increased survival, have been well studied (e.g. [1–4]). Proximate mechanisms mediating social behaviours such as group formation, division of labour, and foraging have been studied at different levels of analysis, including hormonal, neural, sensory and genetic (e.g. [5–8]). Over the past two decades, the advent of genomic resources and tools has led to immense progress in the field of sociogenomics, a discipline that focuses on the molecular genetic basis of sociality [9]. Within this field, comparative approaches have led to the identification of genes or gene products associated with social behaviours. One approach is to compare different species or higher-level taxa exhibiting similar or different social behaviours. For example, a comparative sociogenomic analysis using honeybee (*Apis mellifera*), fire ant (*Solenopsis invicta*), and paper wasp (*Polistes metricus*) transcriptomes was conducted to understand the genetic underpinnings of caste development [10]. The results suggested that shared molecular pathways and biological functions mediate caste development in these three eusocial insect lineages. Such studies rely on analyses of genes or pathways that are conserved across the taxa and may not reveal species- or lineage-specific novel genes involved in sociality. An alternative approach is to compare the genetic bases of different social behaviours within a species. Analysis of temporal polyethism (i.e. developmental changes in behaviour) in honeybees (*A*. *mellifera*), where workers transition from nurses to foragers, is a good example of such an intraspecific approach. Using microarray analyses of RNAs expressed in worker bee brains, researchers identified differentially expressed genes associated with age polyethism [11,12]. Similarly, in locusts (*Locusta migratoria*, *Schistocerca gregaria*), more than 200 differentially expressed genes were correlated with the transition between solitary and gregarious phases [13,14]. By comparing within species, we can better understand how differential regulation of a particular gene or set of genes can mediate changes in social behaviours.

A developmental shift in grouping behaviour is observed in a number of arthropods, including spiny lobsters, spiders, sawfly larvae, and larvae of several lepidopteran species [1,15–18]. Benefits incurred from developmental changes in sociality may be related to shifts in competition for resources, foraging efficiency, thermoregulation, and predator defense [1,19,20]. Proximate mechanisms underlying such ontogenetic shifts are poorly understood, with limited research conducted to date. To the best of our knowledge, no genomic approaches have been undertaken to study developmental shifts in grouping behaviour in arthropods. The masked birch caterpillar (*Drepana arcuata*, Drepanoidea) presents an excellent opportunity to explore such mechanisms. The caterpillar transitions from a social to solitary lifestyle during development ([21]; Fig 1), and the complex acoustic communication systems that mediate these social interactions have been studied in this species and its relatives (e.g. [22–26]). The first two instars (I, II) are referred to as “early instars”, the fourth and fifth (IV,V) as “late instars” and the third (III) as the “transitional instar”. Eggs are laid in rows and neonates form small social groups that exhibit vibratory-mediated social interactions in shared silk shelters [21,25] (Fig 1). Larvae remain in groups until third instar, when they transition to a solitary lifestyle. Late instars exhibit vibratory-mediated territorial behaviour to defend solitary silk leaf shelters [22,24]. We propose the masked birch caterpillar is highly suitable for sociogenomic research because: (i) it transitions in social grouping behaviour at a predictable time—the third instar; (ii) we have insights into the sensory-motor communication mechanisms mediating grouping and solitary behaviour; (iii) there is opportunity to conduct interspecies comparative genomic analyses, as different species of Drepanoidea exhibit varying levels of sociality [27].

**Fig 1:**
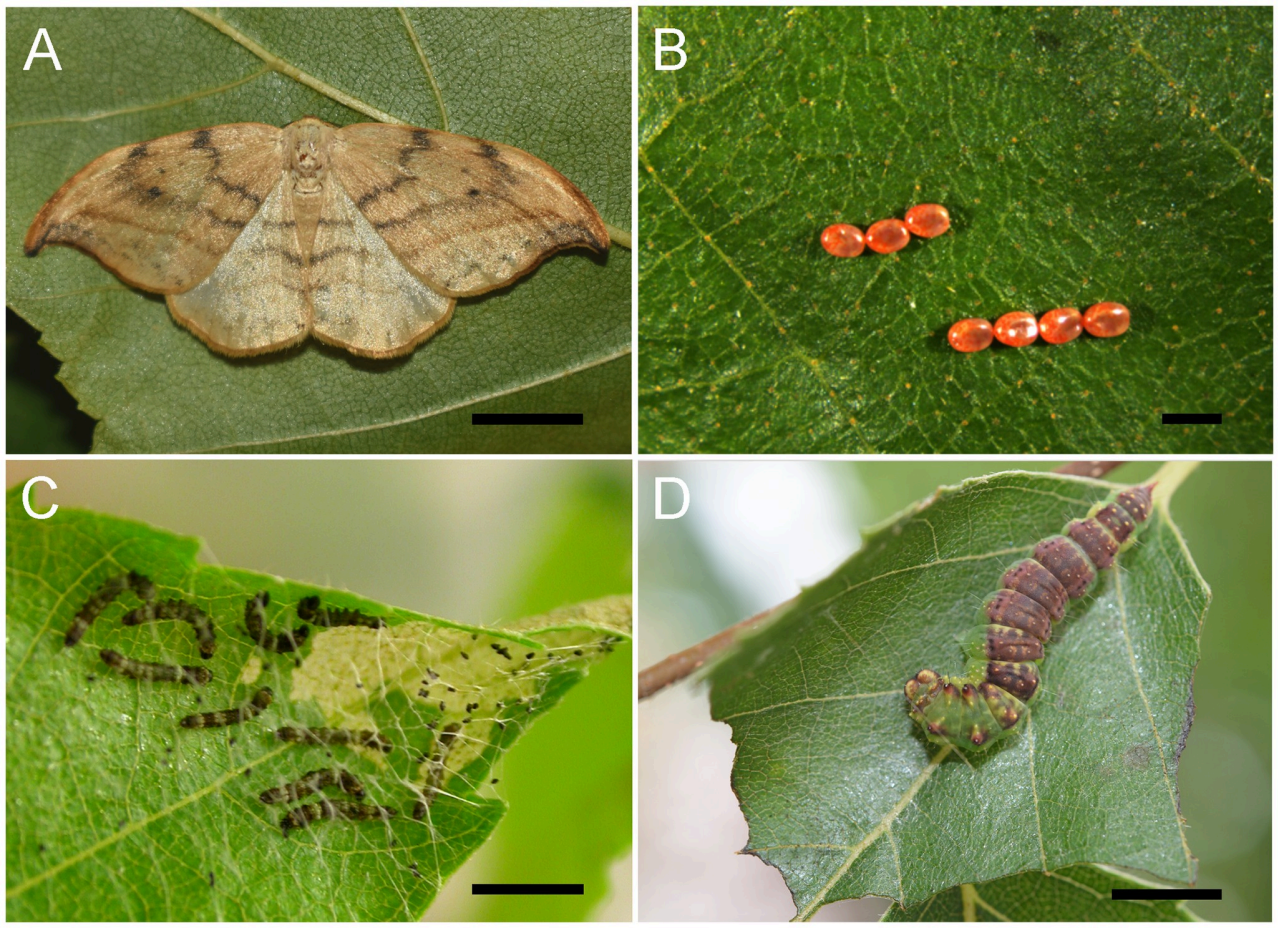
Selected developmental stages of *Drepana arcuata*. (A) Adult moth. Scale bar: 5 mm. (B) Eggs laid in rows. Scale bar: 1 mm. (C) Group of early (I) instars in a silk shelter on a birch (*Betula papyrifera*) leaf. Scale bar: 2 mm. (D) Solitary late (IV) instar in a silk shelter on a birch leaf. Scale bar: 5 mm.

This study takes an important step towards developing the masked birch caterpillar as a non-model organism for sociogenomic research, and provides the first genomic resource for any Drepanoidea species. There are three main goals: First, to assemble and annotate the larval transcriptome of *D*. *arcuata*. Second, to use this *de novo* assembled transcriptome as a reference to conduct differential gene expression analysis between “social” early and “solitary” late instars. Third, to identify the expression profiles of genes that are potentially involved in social interactions (i.e. “social” genes).

## Materials and methods

### Sample preparation

An overview of methods used in this study is shown in Fig 2. Larvae were reared from eggs laid by females captured at ultraviolet lights near Ottawa, ON, Canada (45.4215 °N, 75.6972 °W). Caterpillars were reared on paper birch (*Betula papyrifera*) leaves held in water-filled vials contained in glass jars at room temperature (21–23°C) on a 16 h: 8 h light: dark cycle. Instars were identified based on their head capsule morphology [21]. Early and late instars used for RNA extraction were in groups and solitary in their shelters, respectively, when collected. No specific permits were required for the collection of moths for this study. This study did not involve any protected or endangered species.

**Fig 2:**
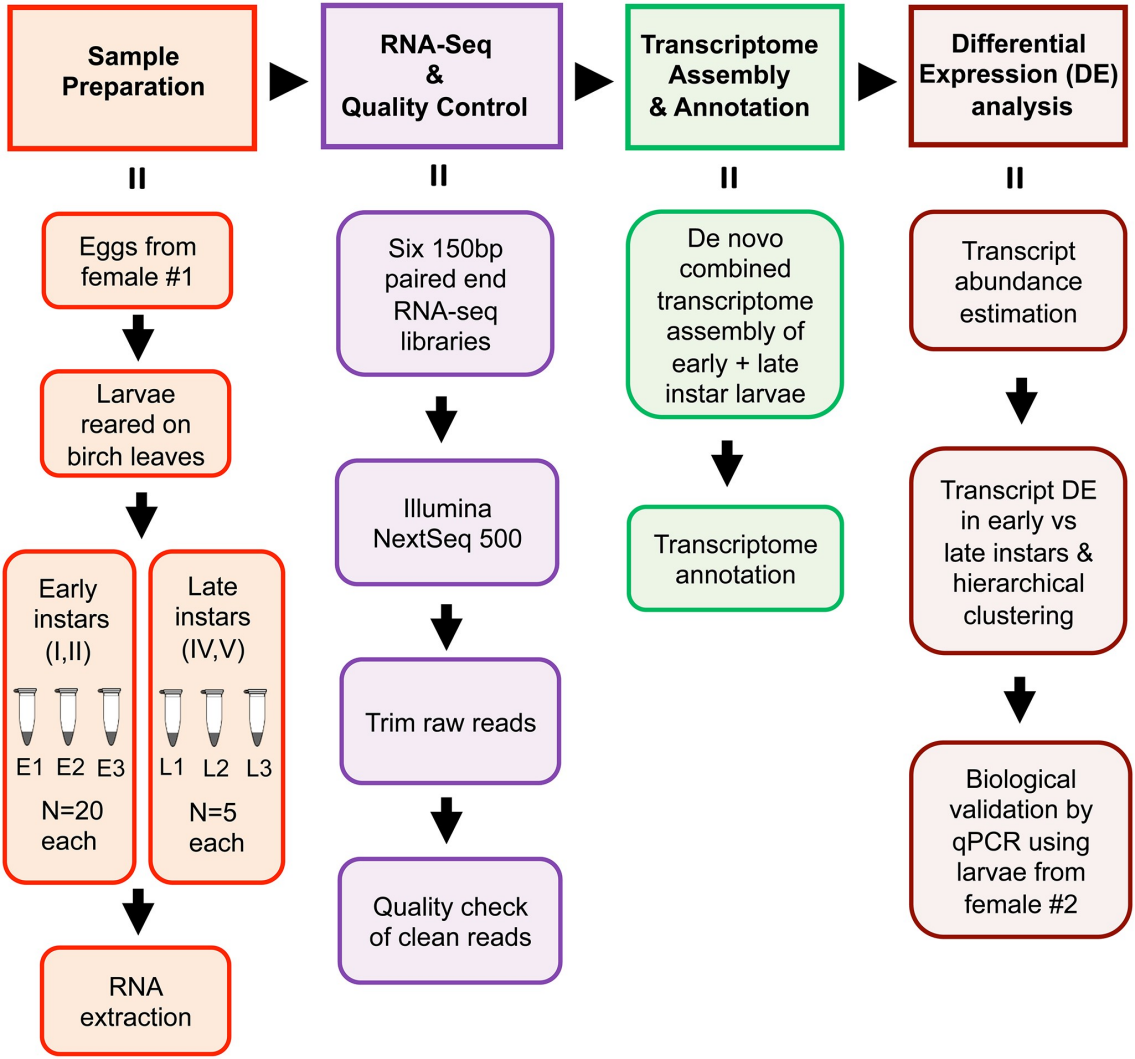
Summary of methods used for transcriptome assembly and differential transcript expression analysis. E1, E2, E3 and L1, L2, L3 refer to the 3 replicates of early and late instars, respectively.

For high-throughput transcriptome sequencing, larvae from the same female (female #1, Fig 2) were used for all RNA extractions. Three biological replicates for each of early instars (I, II; N = 20 larvae [a mix of approximately equal numbers of I & II] per replicate) and late instars (IV,V; N = 5 larvae [3:2 mix of IV & V] per replicate) were frozen separately in liquid nitrogen prior to RNA isolation (see below) for sequencing. Early instars are much smaller in body size (1.7–5.5 mm) than late instars (6.6–20 mm) [21] and therefore to obtain sufficient RNA, more early instars were required per replicate.

### RNA extraction and sequencing

Total RNA was extracted using a Norgen Biotek RNA extraction kit (Norgen Biotek Corp, Thorold, ON, Canada) from whole caterpillar bodies that were flash frozen in liquid nitrogen. Extracted RNA samples were assessed for quantity and quality using Qubit HS RNA kit (Thermo Fisher Scientific, Waltham, MA, USA) and Fragment Analyzer High Sensitivity RNA kit (Agilent, Santa Clara, CA, United States), respectively, and subjected to paired-end Illumina sequencing at the StemCore sequencing facility (Ottawa Hospital Research Institute, ON, Canada). At the facility, RNA sequencing libraries were generated using TruSeq RNA Library Prep Kit v2 (Illumina, San Diego, CA, USA) using manufacturer’s protocol. The quality and quantity of each sample library were assessed using Agilent Fragment Analyzer (Agilent, Santa Clara, CA, USA) with the High Sensitivity NGS Fragment Analysis assay and Qubit Double Stranded DNA HS kit (Thermo Fisher Scientific, Waltham, MA, USA), respectively. RNA sequencing was performed on the Illumina NextSeq500 platform to generate 150 bp paired-end reads. Analysis described in the sections below were performed remotely on the Extreme Science and Engineering Discovery Environment (XSEDE) [28].

### De novo transcriptome assembly and annotation

Raw sequences were quality checked using FastQC v0.11.7 (https://www.bioinformatics.babraham.ac.uk/projects/fastqc/) and trimmed for adapter sequences, poor quality, and short sequences (<50 bp) using Trimmomatic-0.36 [29]. The resulting clean reads from both early and late instars were then assembled into transcripts using *de novo* assembler Trinity v2.4.0 [30] with default parameters, including the normalization step.

Using Trinotate v3.1.0 [31], transcripts were annotated with the following databases: non-redundant database (NR), SwissProt, Kyoto Encyclopedia of Genes and Genomes (KEGG), and Clusters of Orthologous Groups for eukaryotes (KOG) using BLASTx at e-value ≤ 1e-5 [32,33]. Transdecoder 3.0.1 (https://github.com/TransDecoder/TransDecoder/wiki) was used to predict the open reading frames (ORFs), retaining the ORFs of ≥100 amino acids in length. Following annotation, the completeness of the transcriptome was evaluated using BUSCO v3.0 (Benchmarking Universal Single-Copy Orthologs) (https://busco.ezlab.org) [34].

### Differential transcript expression analysis

Transcript expression level differences between early (I, II) and late (IV, V) instars was analyzed using differential gene expression tools included within the *de novo* assembler Trinity- v2.4.0, with default parameters. The expression analysis included two steps: (1) transcript abundance estimation using RSEM [35] and; (2) identification and counting of transcripts expressed differentially between early and late instars using edgeR [36], at False Discovery Rate (FDR) ≤ 0.001 and log_2_ fold change ≥ 2, followed by hierarchical clustering based on expression values.

### RT-qPCR validation of differentially expressed transcripts

To validate the transcript expression data generated by RNA-sequencing and analysis, RT-qPCR was performed with 10 arbitrarily selected genes (3 down-regulated and 7 up-regulated in early instar relative to late instar). RNA was extracted from frozen larvae, all derived from a single female (female #2, Fig 2) different than that used in the RNA-seq analyses (N = 10–15 larvae for early instars with approximately equal numbers of instars I, II, N = 1 larva for instar IV or V; three biological replicates for each). First strand cDNA synthesis was performed (cDNA synthesis quick protocol of New England Biolabs Inc., NEB#M0253) using 1 μg RNA, quantified using Nanodrop Spectrophotometer (Thermo Fisher Scientific, Waltham, MA, USA). 100 ng of cDNA was used for each RT-qPCR reaction. Housekeeping gene elongation factor 1A (*ef1a*) was used as a reference. Primers for the 10 tested genes were designed using Primer3Plus [37] and sequences for the primers are provided in S2 Table. RT-qPCRs were performed using SYBR Fast Universal qPCR kit using three technical replicates for each of the three biological replicates, in a total reaction volume of 20 μl (10 μl SYBR mix, 2 μl each of 10 μM forward and reverse primers, 4 μl MQ water and 2 μl of cDNA). qPCR was carried out using the CFX Connect system (Bio-Rad Laboratories Inc., Hercules, CA, USA) with the following thermal cycling conditions: Initial denaturation at 95°C for 3 min followed by 40 cycles of 95°C for 10s, 60°C for 15s and 72°C for 20s.

Information on the data used in this paper can be found under the “Data Availability Statement”, and includes sequencing and assembly data at NCBI Sequence Read Archive (SRA) and DDBJ/EMBL/GenBank, respectively, and the transcript expression data at NCBI’s Gene Expression Omnibus (GEO) [38].

## Results and discussion

### De novo transcriptome assembly and annotation

#### RNA samples and sequencing

A total of 259,401,581 paired end 150 bp raw reads were obtained from the combined RNA samples (Table 1). 

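The RNA came from larvae of the masked birch caterpillar, a moth larva, that all descended from 1 female. Each of the 3 early instar libraries was made from a pool of 20 larvae of instars I and II. Each of the 3 late instar libraries was made from a pool of 5 larvae, 3 of instar IV and 2 of instar V. The authors trimmed the reads, assembled all of them together into transcripts with Trinity, and estimated the abundance of every transcript in each library with RSEM. The deposited tables hold the expected count of each transcript, which is the number of fragments RSEM assigned to it, without normalization, beside its TPM and FPKM and its percent share of its Trinity gene. A Trinity gene is a group of transcripts that Trinity assembled from shared sequence, and its members are called isoforms. RSEM divides a fragment that maps to several isoforms between them, so the count of 1 isoform is an estimate.

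The expected counts summed to 46307057, 11177800 and 23834536 in early instar replicates 1, 2 and 3, with a median of 23834536. They summed to 35571272, 28276799 and 15109224 in late instar replicates 1, 2 and 3, with a median of 28276799. The deepest library thus held 4.14 times the counts of the shallowest. The 10 most abundant transcripts took between 3.04% and 4.29% of the counts of a library. In a check for libraries entered more than once, the chi-square per degree of freedom between the counts of the closest pair within a stage was 28.95, and all 6 were kept as separate samples.

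Expected counts were rounded to whole numbers, and the 52912 transcripts with more than 1 CPM, edgeR's count scaled by the normalized library total, in at least 2 of the 6 libraries were tested with edgeR's quasi-likelihood test after TMM normalization. The TMM factors lay between 0.978 and 1.05. A transcript was called at a Benjamini-Hochberg adjusted p of at most 0.001 and a log2 fold change of at least 2 in size. Log2 fold changes are early minus late, so a positive value is higher in early instars, and their standard errors are those implied by the F statistic of the test. The same test was run on the counts summed over all isoforms of each Trinity gene, for 22132 genes that passed the same filter. Where a stage had 0 counts, the fold is given as a lower bound against 3 counts over the 3 libraries of that stage. Such bounds cover counting error only. Fitted fold changes against a stage at 0 depend on the prior count, which edgeR adds to the counts. Their standard errors depend on it too and do not measure precision. The test, the filter on low counts and the division of reads between isoforms are the choices that could change these numbers.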

Quality assessment indicated that the average GC content was 48.5%, with a Phred quality score above 20 for 100% of the bases. Quality filtering and removal of reads below 50 bp resulted in a total of 211,012,294 high quality reads (81.5% of the raw reads, Phred score ≥ 33). Quality filtered reads were pooled from all replicates of early and late instars to generate a combined reference transcriptome assembly (see below).

**Table 1:** Summary of RNA sequencing data and combined early and late instar larval transcriptome.

**Sequencing data**		
Total raw reads	259,401,581	
Total clean reads	211,012,294	
% GC	48	
**Transcriptome assembly statistics**		
	Transcripts	Unigenes
Total number	231,348	116,079
N50 length	2050	1190
Median length	487	333
Average length	1041.92	671.60
Total assembled bases	241,045,801	77,959,215
% GC	42.38	

#### De novo transcriptome assembly

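The deposited tables list the same transcripts with the same lengths in all 6 libraries, from 201 to 28768 bp. The median length of the 231348 transcripts was 487 bp and the mean 1042 bp, and together they held 241045801 bases. Recomputed from these lengths, the N50 was 2050 bp. Of all transcripts, 73027 (31.57%) were longer than 1 kb. With the longest isoform of each of the 116079 Trinity genes, the N50 was 1190 bp, the median 333 bp, the mean 672 bp and the total 77959215 bases. With the isoform of median length in place of the longest, the N50 was 672 bp and the total 61887428 bases. These are sizes of 1 assembly and carry no replicate error.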

A total of 231,348 transcripts (N50 = 2050; 116,079 unigenes) were generated (Table 1), where 31.58% of the transcripts were above 1 kb (S1 Fig). Unigene here refers to the longest isoform per cluster of transcripts assembled by Trinity that share sequence content. This large number of transcripts relative to unigenes is normal for the Trinity assembler, as there could be a number of biologically relevant isoforms and paralogs [30]. Therefore, instead of using only the longest isoform per gene (unigene) we used all the transcripts for downstream analysis. 

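Of the 116079 Trinity genes, 87880 (75.7%) had 1 isoform and 28199 (24.3%) had 2 or more. The latter held 143468 transcripts, which is 62% of the assembly. On average a gene had 1.99 transcripts, and the gene with the most had 57. In all, 8048 transcripts (3.48%) had 0 counts in every library after rounding. Among the 52912 transcripts tested between the stages, 48566 (91.8%) had at least 1 sibling isoform. The spread between replicates was larger for transcripts than for Trinity genes. As a biological coefficient of variation (BCV), which is the square root of edgeR's common dispersion, it was 0.682 for transcripts and 0.247 for genes in early instars. In late instars it was 0.759 for transcripts and 0.342 for genes. Without late replicate 2 the late value for genes was 0.213. In classes of mean CPM, which were not matched within a stage, the difference was limited to lower levels. Above a mean of 200 CPM, the BCV was 0.274 for transcripts with siblings and 0.305 for genes in early instars, and 0.311 and 0.329 in late instars.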

BUSCO assessment, which provides quantitative assessment of transcriptome completeness in terms of gene content [34], revealed that the assembly was 97.3% complete, with 2.5% fragmentation and 70.1% duplication. Again, high duplication values are expected, as we used all transcripts generated by Trinity for analysis. BUSCO assessment of unigenes indicated only a ~2% duplication rate. Individual transcriptome assemblies were also generated for early and late instars (S3 Table). These were comparable to other larval Lepidoptera transcriptomes in terms of number of transcripts and N50 values (e.g. [39,40]). For a better representation of the complete larval transcriptome we combined the early and late instar sequences to assemble and annotate a reference transcriptome. This reference transcriptome was used to identify stage-specific RNA expression differences between early (social) and late (solitary) instars.

#### Transcriptome annotation

Multiple databases were used to annotate the *de novo* assembled reference transcriptome (see annotation report in S1 File). Using an e-value cut-off of 1e-5, 112,661 transcripts (48.69%) were found to have significant homology to sequences in NCBI’s non-redundant (NR) database. Of these, 74% of transcripts matched best to genes from lepidopteran species and the remaining 26% to other invertebrate species (Fig 3). GO terms, KEGG and KOG annotations were assigned. A total of 75,023 transcripts (32.42%) were assigned to 21,062 GO terms, whereas ~67% of transcripts were of unknown function, highlighting a knowledge gap in our understanding of non-model insect genomes. The major GO categories were biological process (69.87%), cellular component (9.2%), and molecular function (20.85%). Similar to other larval Lepidoptera, biological regulation and metabolic process (in biological process), catalytic activity and binding (in molecular function) and cell and cell part (in cellular component) were amongst the top subcategories represented (Fig 4) (e.g. [39,41]). A total of 19,803 transcripts (8.5%) were annotated to KEGG pathways, divided into 5 categories (S2 Fig), and 49,918 putative proteins (predicted by TransDecoder) were assigned to 4395 KOG terms, classified into 26 KOG groups (S3 Fig). Similar to other larval lepidopterans [39–41] metabolic pathways were most represented in KEGG annotations, and general function only in KOG annotations.

**Fig 3:**
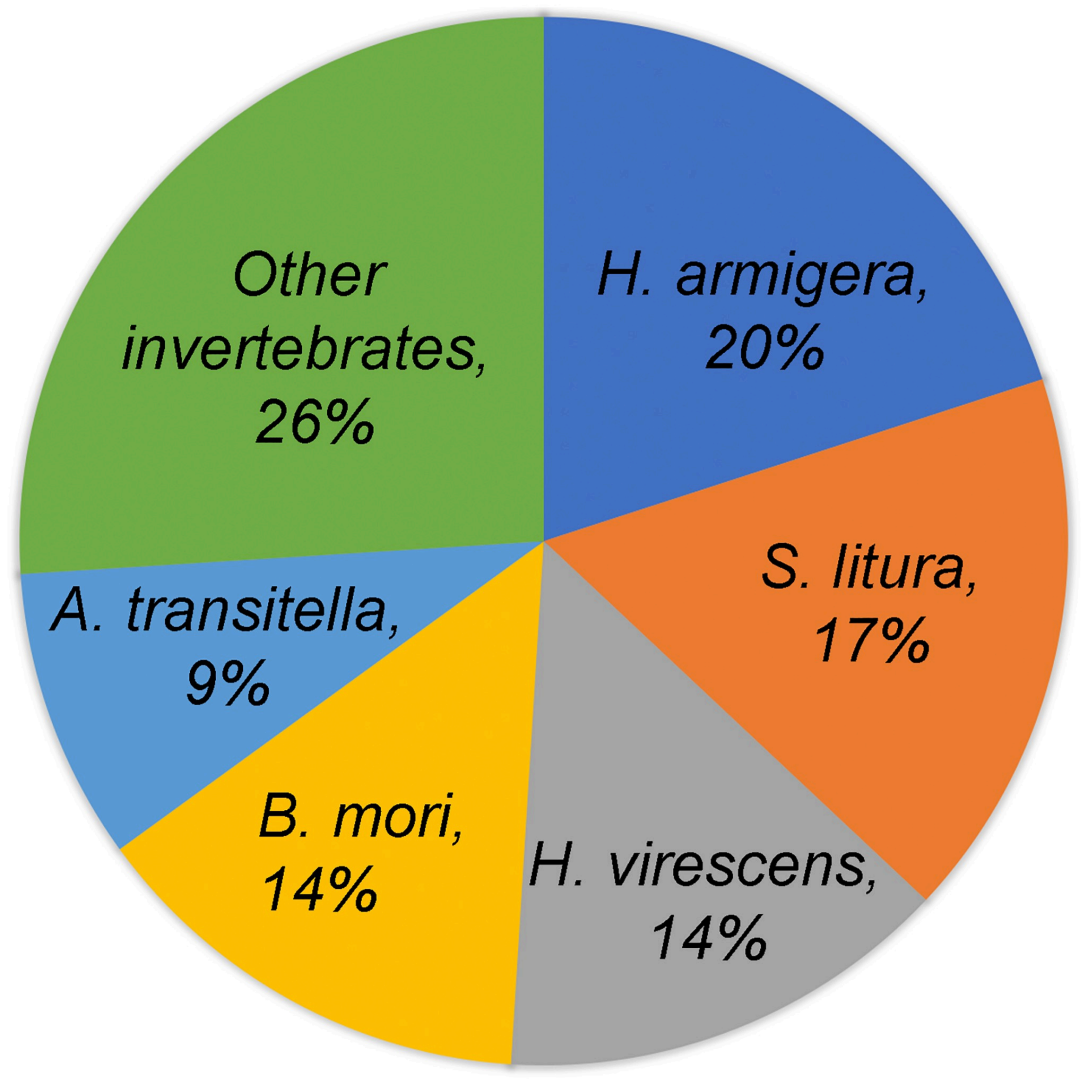
Homology of transcripts to Non-Redundant (NR) protein database. Percentages indicate the distribution of best matches for *D*. *arcuata* transcripts to those of other invertebrates based on the homology search conducted with NR db at an e-value cut off of 1e-5. Top 5 hits were Lepidoptera- *Helicoverpa armigera*, *Spodoptera litura*, *Heliothis virescens*, *Bombyx mori* and *Amyelois transitella*.

**Fig 4:**
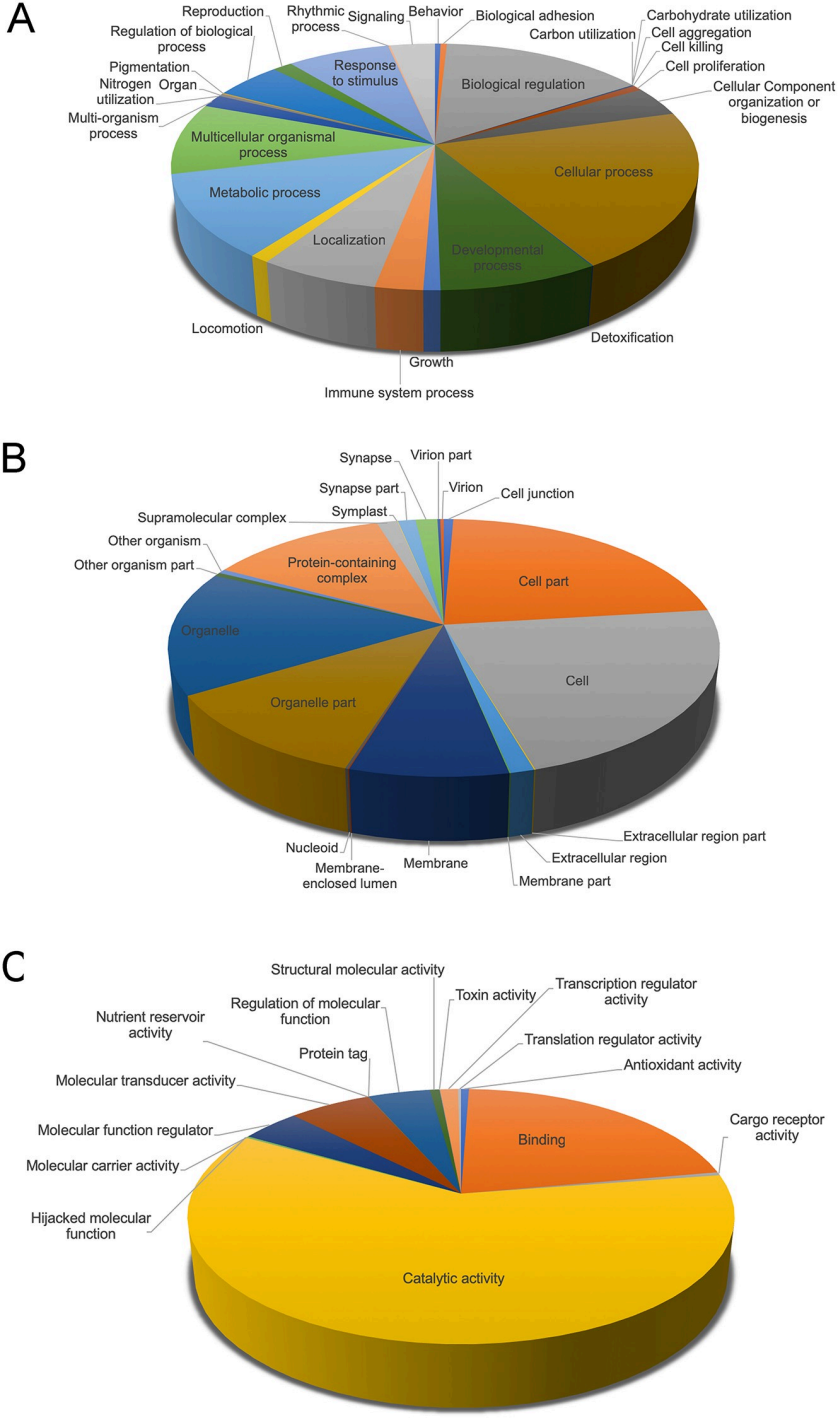
Gene Ontology (GO) classification of larval transcriptome. Transcripts were classified into three functional categories based on GO annotation- (A) biological process, (B) cellular component, and (C) molecular function.

Lepidoptera are one of the largest insect orders, with >157,000 described species [42]. Many species are of economic significance as forest and agricultural pests, and ecologically significant as pollinators and food sources [43]. Additionally, many species are used as model organisms for studies in ecology, evolution and physiological processes (e.g. [44–47]). While genomic information is increasingly being applied to this research, there is a clear lack of genomic resources for most lepidopteran superfamilies [42]. Our study provides the first transcriptomic resources for a species belonging to the superfamily Drepanoidea. The Drepanoidea comprises >1400 species distributed throughout the world [48]. This group includes species of interest for their unique hearing organs [49], as pests of coffee [50], and larval vibroacoustic communication [22–27,51,52]. Notably, due to variability in their social structure both between and within species, and their uniquely complex vibratory communication systems, larval Drepanoidea hold much promise for future research testing hypotheses on the function and evolution of communication and sociality. Our study takes a first step in facilitating this research by providing insights into the larval developmental transcriptome, including the identification of genes potentially associated with a behavioural shift in sociality.

### Differentially Expressed Transcripts (DETs) in early vs late instars

Based on RNA-seq, 3300 transcripts (3098 unigenes) were identified to be differentially expressed at log_2_FC≥2 (FDR≤0.001) between early and late instars (Fig 5; S2 File). 

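At the thresholds of the paper, edgeR's quasi-likelihood test called 0 of the 52912 tested transcripts, with a smallest adjusted p of 0.00247. The same test gave 12871 transcripts an unadjusted p under 0.05, and 3818 passed an adjusted p of 0.05 with the same limit on the fold. It estimated the spread of each transcript with 2.19 prior degrees of freedom. On the same counts and filter, edgeR's exact test called 3276 transcripts in 2289 Trinity genes, and DESeq2's Wald test called 4320 in 3050 Trinity genes. Of the transcripts called by the exact test, 3073 were also called by DESeq2, and 2820 had a quasi-likelihood adjusted p of at most 0.05. In 1123 of them, 1 of the stages had 0 counts. With every transcript of at least 1 count in the test, the quasi-likelihood test called 1892. That fit estimated the spread with 12.5 prior degrees of freedom, so its calls do not rest on the same estimate of spread.

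On counts summed over the isoforms of each Trinity gene, the quasi-likelihood test called 1953 of 22132 genes, and the exact test called 3097. The quasi-likelihood number fell to 1026 without early replicate 1, to 1204 without early replicate 2 and to 1159 without early replicate 3, and it was 2487 without late replicate 2. Of the 3276 transcripts called by the exact test, 435 were the only isoform of their Trinity gene, so that transcript and gene are the same. Of the 2841 with sibling isoforms, 2097 belonged to a gene that the exact test called in the same direction, 3 to a gene called in the opposite direction, and 741 to a gene that was not called. The median size of the log2 fold change of the gene was 0.81 in the last class. In 50 Trinity genes, isoforms were called in opposite directions.

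The paper took the transcripts past its limits in edgeR as DETs. It compared them with genes that influence social behaviour in other insects, and proposes those among the DETs as leads to genes that may influence the shift from social to solitary life.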

Log_2_FC here refers to the log2 ratio of transcripts’ expression values in late vs early instars. 

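The 10 transcripts chosen for RT-qPCR were all tested in the RNA-seq libraries. Of these, 5 were higher in early instars and 5 in late instars. The quasi-likelihood test called none of them, with an unadjusted p under 0.05 for all 10 and adjusted p from 0.00256 to 0.0823, and edgeR's exact test and DESeq2 each called all 10. Adjusted over the list alone, 6 passed the quasi-likelihood threshold, which is not independent evidence because the study chose the list among its calls on these libraries. The transcript TRINITY_DN17510_c2_g2_i2 had 381 ± 102 CPM (SD, n = 3) in early and 14.6 ± 3.01 CPM in late instars, a log2 fold change of 4.71 (standard error 0.30, adjusted p = 0.00256, edgeR quasi-likelihood). The transcript TRINITY_DN17711_c2_g1_i9 had 228 ± 44.7 CPM in early and 1118 ± 197 CPM in late instars, a log2 fold change of -2.30 (standard error 0.22, adjusted p = 0.00448, edgeR quasi-likelihood). Also higher in early instars were TRINITY_DN12902_c0_g1_i1 and TRINITY_DN13071_c0_g1_i1, with log2 fold changes of 4.31 and 2.89, TRINITY_DN13765_c0_g1_i2, and TRINITY_DN19051_c1_g1_i1, with 2581 early counts and 10 late counts. These 10 were all in late replicate 3, so no fold is given for it. Higher in late instars were also TRINITY_DN16368_c1_g3_i2 and TRINITY_DN18436_c1_g4_i1, with -2.09 and -4.09, and TRINITY_DN22716_c4_g2_i1, which had 0 counts in early instars and was at least 65.8-fold higher. The largest adjusted p was that of TRINITY_DN13131_c0_g1_i1, with 0.193 ± 0.153 CPM in early and 12.9 ± 12.1 CPM in late instars. Its late counts were 895, 8 and 203. On the summed counts of their Trinity genes, the quasi-likelihood test called 7 of the 10 and the exact test called 9. The RT-qPCR measurements were not analysed here.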

Transcript expression levels based on RNA-seq data were congruent with RT-qPCR results with 10 arbitrarily selected DETs (R = 0.9710; S4 Fig), supporting our use of RNA-seq data to compare gene expression patterns between early and late instars. Of the 3300 DETs, ~34% were down-regulated and ~66% were up-regulated in late instars relative to early instars. Examples of these DETs along with some of the most up-regulated transcripts in early and late instars are listed in Table 2. 

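Among the 3276 transcripts called by edgeR's exact test, 1116 (34.07%) were higher in early instars and 2160 (65.93%) in late instars. DESeq2 placed 1750 (40.51%) of its 4320 calls on the early side and 2570 (59.49%) on the late side. At an adjusted p of 0.05, the quasi-likelihood test put 1598 transcripts on the early and 2220 on the late side. With no filter on low counts, it called 489 transcripts higher in early and 1403 higher in late instars (74.15%). On summed counts, 876 Trinity genes were higher in early and 1077 in late instars (55.15%) by the quasi-likelihood test. With RLE in place of TMM factors the genes divided into 834 and 1092.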

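All 16 transcripts of Table 2 were tested. Their unadjusted p was under 0.05 for all 16 in the quasi-likelihood test. The adjusted p ran from 0.00247 to 0.165, and none passed 0.001. Adjusted over the list alone 10 passed, which is not independent evidence since the study picked the list on these libraries. The exact test called all 16, with a largest adjusted p of 0.000827, and DESeq2 called 15. In 13 of the 16, the lower stage had 0 counts in all 3 libraries, so their fitted fold changes depend on the prior count.

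Among the transcripts higher in early instars, the juvenile hormone esterase-like transcript TRINITY_DN21660_c3_g1_i1 had 233 ± 33.2 CPM (SD, n = 3) in early instars and 0 counts in late instars, at least 6069-fold lower there. Its fitted log2 fold change was 15.58 (standard error 0.42, adjusted p = 0.00247, edgeR quasi-likelihood). Its Trinity gene has 14 isoforms, and their sum was 417 ± 89.6 CPM in early and 271 ± 87.8 CPM in late instars (log2 fold change 0.62, standard error 0.29, adjusted p = 0.15, edgeR quasi-likelihood). The proteoglycan Cow transcript TRINITY_DN17012_c1_g1_i1 had 41.6 ± 18.6 CPM in early instars and 0 counts in late instars, at least 1086-fold lower. Its gene was called too, with a log2 fold change of 3.52 (standard error 0.25, adjusted p = 3.54e-05, edgeR quasi-likelihood). For the WDR12 (TRINITY_DN22418_c3_g1_i31), carboxypeptidase (TRINITY_DN22359_c0_g1_i6) and trithorax (TRINITY_DN20585_c1_g1_i5) transcripts, the log2 fold change of the whole gene was -0.36, -0.72 and -0.03, although each transcript had 0 counts in late instars. The value of the trithorax gene changed sign without early replicate 3 (0.15), late replicate 1 (0.0058) or late replicate 2 (0.0013).

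Among those higher in late instars, the fatty acid synthase-like transcript TRINITY_DN21922_c0_g1_i1 had 102 ± 7.66 CPM in late instars and 0 counts in early instars, at least 2715-fold lower. The sum over its gene was 105 ± 7.44 CPM in late instars against 2 counts in early instars, both in replicate 2, too few for a fold, and the gene was called (adjusted p = 1.87e-05, edgeR quasi-likelihood). The gamma-glutamyltranspeptidase transcript TRINITY_DN15186_c1_g1_i2 and the S-phase kinase-associated transcript TRINITY_DN18525_c2_g1_i1 were at least 1524-fold and 1991-fold higher in late instars, and the log2 fold changes of their genes were -1.23 and -0.36. The urbain precursor transcript TRINITY_DN21096_c3_g1_i4 had 982 ± 916 CPM in late instars, from counts of 66243, 2 and 16635 in replicates 1, 2 and 3. Its adjusted p in the quasi-likelihood test was 0.134 with all libraries and 0.00717 without late replicate 2. Over the 14 alternatives whose filter kept it, the adjusted p ranged from 5.15e-09 by the exact test to 0.248. The glucose dehydrogenase-like transcript TRINITY_DN14155_c2_g1_i3 likewise had 8239, 76 and 1168 counts in the late replicates (adjusted p = 0.0701, edgeR quasi-likelihood). Over the 16 Trinity genes, the quasi-likelihood test called 5 and the exact test called 9.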

KEGG pathway analysis revealed that most of the differentially expressed transcripts are involved in metabolic pathways (40.14%), with carbohydrate metabolism, lipid metabolism, and amino acid metabolism representing the most represented subcategories. Also, these pathways were mostly upregulated in late instars relative to early instars (S5 Fig). Metabolic processes were one of the top 3 represented categories in GO annotation as well (S6 Fig). Differential expression of transcripts involved in metabolic processes could relate to developmental differences between early and late instars in mobility, feeding, acoustic signalling, silk production and nest building behaviours [21].

**Fig 5:**
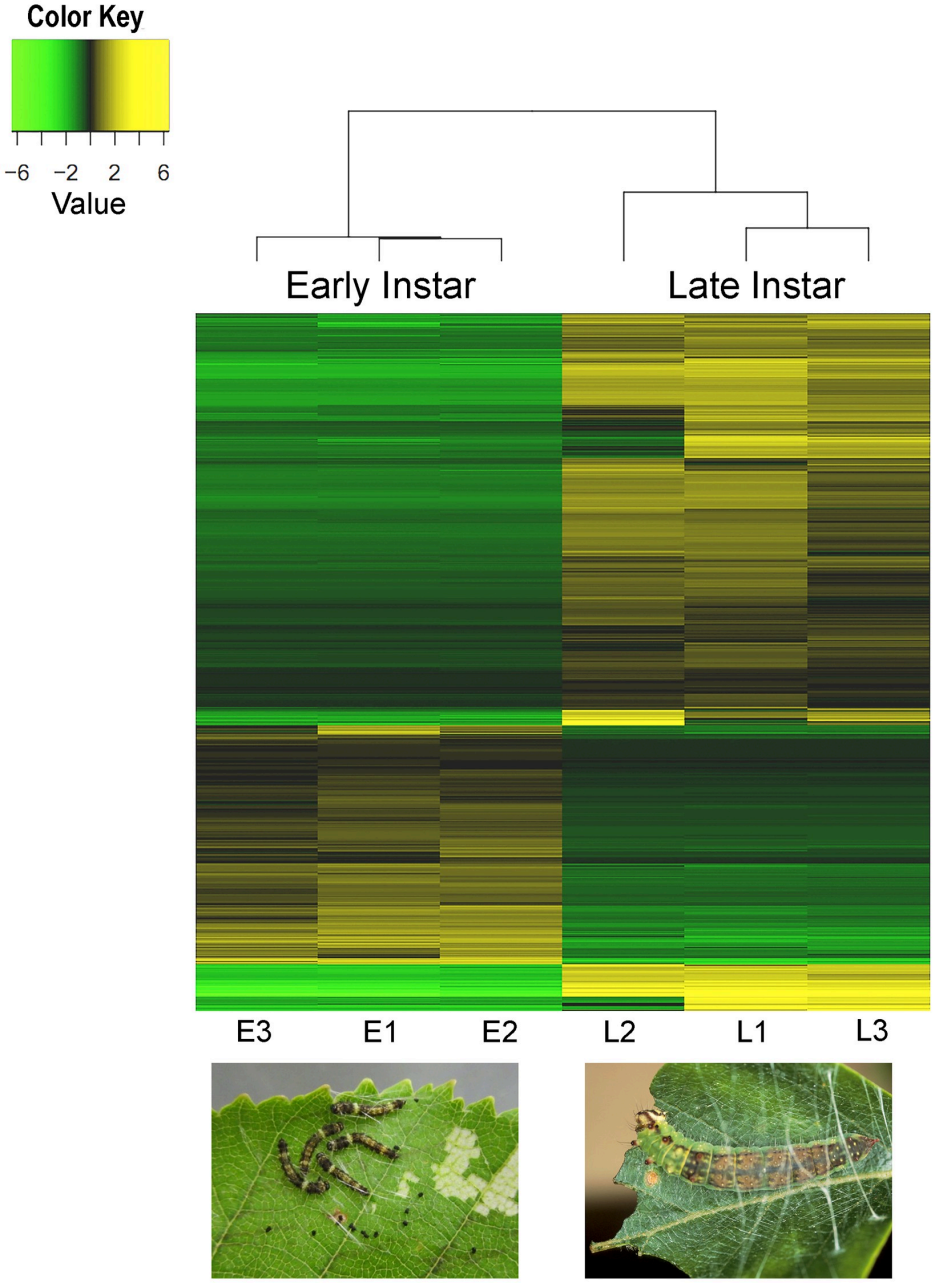
Heat map showing transcripts that are differentially expressed between early and late instars. E1, E2, E3 and L1, L2, L3 refer to the 3 replicates of early and late instars, respectively. Transcripts with differential expression values of log2FC≥2 at FDR≤0.001 were clustered together based on their expression patterns across the samples. The color (see color key on top left corner) indicates low (green) to high (yellow) expression values for transcripts. Dendrograms at top represent the clustering of early and late instar replicates based on their expression.

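Across all 52912 tested transcripts, which were not selected for a difference between the stages, the libraries also separated by stage. Pearson's r of log2(CPM + 1), computed across transcripts that are not independent replicates, was at least 0.866 within a stage and at most 0.8 between stages. Within early instars it was 0.911 for replicates 1 and 2, 0.912 for 1 and 3 and 0.906 for 2 and 3. Within late instars, replicates 1 and 3 correlated at 0.919, and replicate 2 correlated at 0.866 with replicate 1 and 0.876 with replicate 3. Average linkage on 1 - r joined late replicates 1 and 3 first and added replicate 2 to them, and it joined early replicates 1 and 3 before replicate 2. On the 3276 transcripts called by the exact test, a set taken after seeing the data, early replicates 1 and 2 joined first, and the highest r between stages was 0.0319. Those transcripts were chosen for their difference between the stages, which lowers that value. With log2(TPM + 1) over all 52912, early replicates 2 and 3 joined first. The order of the early replicates therefore depended on the transcripts and on the unit used, and late replicate 2 joined the other 2 late libraries last in all of these.

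**Figure D1:**
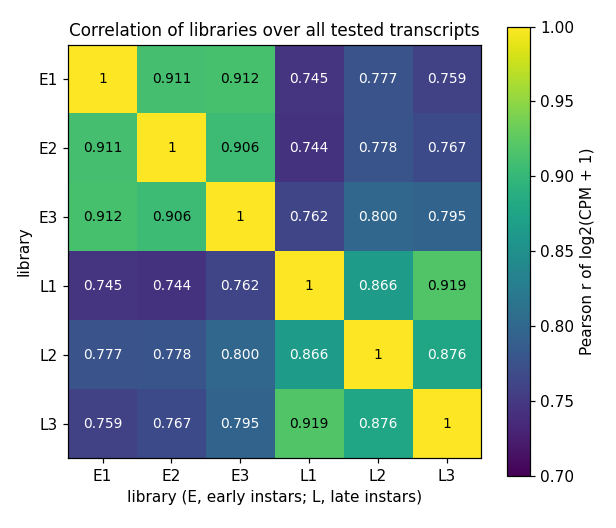
Pearson's r of log2(CPM + 1) over the 52912 tested transcripts for each pair of libraries. Rows and columns are the libraries, E for early and L for late instars with the replicate number, and the color scale runs from 0.7 to 1. Every pair within a stage is at 0.866 or above, and every pair between stages at 0.8 or below.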

**Table 2:** Some of the most up-regulated transcripts and other interesting DETs in early and late instars.

Instars	*D*. *arcuata* Transcript ID	NR ID	NR ID annotation description	log_2_FC*
Early	TRINITY_DN21660_c3_g1_i1	XP_022817426.1	juvenile hormone esterase-like	15.58
	TRINITY_DN22418_c3_g1_i31	XP_021188341.1	ribosome biogenesis protein WDR12 homolog	13.38
	TRINITY_DN17012_c1_g1_i1	XP_012552749.1	proteoglycan Cow	13.10
	TRINITY_DN22359_c0_g1_i6	XP_021189772.1	cytosolic carboxypeptidase 4-like isoform X1	12.18
	TRINITY_DN20585_c1_g1_i5	XP_022815245.1	histone-lysine N-methyltransferase trithorax isoform X2	12.16
	TRINITY_DN17657_c3_g4_i1	XP_004923731.1	ommochrome-binding protein	10.02
Late	TRINITY_DN20910_c0_g1_i5	XP_013165599.1	PREDICTED**: aminopeptidase N-like isoform X1	-4.25
	TRINITY_DN19503_c2_g2_i2	OWR48843.1	Serine protease H51	-6.42
	TRINITY_DN15158_c4_g1_i10	XP_013188410.1	PREDICTED**: cytochrome c oxidase subunit 6b-2-like	-7.40
	TRINITY_DN20861_c0_g1_i5	XP_021194029.1	mucin-5AC-like isoform X2	-9.74
	TRINITY_DN20396_c0_g1_i4	KOB76727.1	Cytochrome P450 6B46	-10.26
	TRINITY_DN15186_c1_g1_i2	XP_021188290.1	gamma-glutamyltranspeptidase 1-like isoform X2	-13.55
	TRINITY_DN18525_c2_g1_i1	NP_001040518.1	S-phase kinase-associated protein	-13.94
	TRINITY_DN21922_c0_g1_i1	XP_022831709.1	fatty acid synthase-like isoform X2	-14.39
	TRINITY_DN14155_c2_g1_i3	XP_013187092.1	PREDICTED**: glucose dehydrogenase [FAD, quinone]-like	-14.40
	TRINITY_DN21096_c3_g1_i4	NP_001139414.1	urbain precursor	-17.66

* +log_2_FC values indicate upregulation in early instar, and -ve log_2_FC values indicate upregulation in late instar.

**predicted function of respective (NR ID) homolog.

Early instars ‘skeletonize’ birch leaves, feeding on the tender tissue between leaf veins, whereas late instars ingest entire sections of leaf. These feeding differences may account for our observation that digestive enzymes (e.g. *mucin*, *serine protease)* are among the relatively up-regulated DETs in late instars (Table 2). 

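The mucin-5AC-like transcript TRINITY_DN20861_c0_g1_i5 had 0 counts in early instars and 381, 46 and 0 counts in late replicates 1, 2 and 3. This is 4.04 ± 5.6 CPM (SD, n = 3), at least 108-fold above early instars on the mean, with a fitted log2 fold change of -9.75 (standard error 3.13, adjusted p = 0.165, edgeR quasi-likelihood). Only the exact test called it, with an adjusted p of 0.000827. Over the 14 alternatives whose filter kept it, the adjusted p reached 0.299 by the quasi-likelihood test without early replicate 1. This transcript made up 3.26% of the mean late CPM of its Trinity gene. The 13 isoforms of this gene together had 13.1 ± 2.32 CPM in early and 124 ± 95 CPM in late instars (log2 fold change -3.23, standard error 0.76, adjusted p = 0.0141, edgeR quasi-likelihood). The exact test called the gene (adjusted p = 3.47e-06), and so did the quasi-likelihood test without late replicate 2 (adjusted p = 4.95e-06). Over its 11 alternatives, with other tests among them, the adjusted p of the gene ranged from 5.43e-30 to 0.0653. The serine protease H51 transcript TRINITY_DN19503_c2_g2_i2 had 0.463 ± 0.141 CPM in early and 40.9 ± 34.3 CPM in late instars. The log2 fold change was -6.40 (standard error 1.17, adjusted p = 0.0249, edgeR quasi-likelihood). Its late counts were 2605, 101 and 701, so that replicate 2 was the lowest. The transcript held 90.6% of the mean late CPM of its gene. The gene passed the threshold at -6.39 (standard error 0.89, adjusted p = 0.000989, edgeR quasi-likelihood), and with a library left out its adjusted p was between 1.54e-06 and 0.0101. Of the fits with a library left out, only the one without late replicate 2 kept it past the threshold.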

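The cytochrome P450 6B46 transcript TRINITY_DN20396_c0_g1_i4 had 0 counts in early instars and 5.81 ± 0.667 CPM (SD, n = 3) in late instars, at least 155-fold higher, with a fitted log2 fold change of -10.26 (standard error 0.67, adjusted p = 0.00567, edgeR quasi-likelihood). The sum over the 19 isoforms of its Trinity gene was 18.5 ± 3.78 CPM in early and 13.9 ± 1.94 CPM in late instars, a log2 fold change of 0.42 (standard error 0.21, adjusted p = 0.179, edgeR quasi-likelihood). The aminopeptidase N-like transcript TRINITY_DN20910_c0_g1_i5 rose from 12.4 ± 2.9 CPM in early to 236 ± 154 CPM in late instars (log2 fold change -4.26, standard error 0.70, adjusted p = 0.0174, edgeR quasi-likelihood). Its gene was called at -4.33 (standard error 0.51, adjusted p = 0.000406, edgeR quasi-likelihood), and not when early replicate 1, 2 or 3 or late replicate 3 was left out, with adjusted p up to 0.00482. The cytochrome c oxidase subunit 6b-2-like transcript TRINITY_DN15158_c4_g1_i10 had 6 counts in early instars and 12 ± 6.32 CPM in late instars (log2 fold change -7.41, standard error 0.83, adjusted p = 0.00611, edgeR quasi-likelihood). Of the 6 early counts, 5 were in replicate 1. With 1 library left out, the log2 fold change ranged from -8.45 (without early replicate 1) to -6.94. This transcript is 1 of 20 isoforms, and its gene had 7.17 ± 0.433 CPM in early and 29.9 ± 6.3 CPM in late instars. The difference of the gene was -2.06 (standard error 0.21, adjusted p = 0.000166, edgeR quasi-likelihood), close to the limit on the fold, and it was lost without early replicate 1, 2 or 3 or late replicate 1. From deposited TPM summed over the isoforms, a measure chosen after seeing the data, the gene differed more. Its mean was 1.22 TPM in early and 9.38 TPM in late instars. By the exact test, all 3 transcripts were called, as were the genes of the last 2.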

DETs encoding detoxification-related enzymes (*cytochrome P450*, *aminopeptidase N*, *cytochrome C oxidase*) were also up-regulated in late instars relative to early instars (Table 2). Detoxification enzymes are induced in insects in response to plant allelochemicals (e.g. [53,54]). An increased expression of transcripts coding for the detoxification enzymes in late instars could be associated with increased feeding, hence enhanced detoxification of plant secondary metabolites and other toxins. As *D*. *arcuata* larvae develop they change in body color, from brownish-black in early to green in late instars [21]. These striking coloration differences between early and late instars may relate to observed differential expression of pigmentation genes. For example, one of the DETs, *ommochrome-binding protein*, is suggested to influence larval body coloration in the silkworm, *Bombyx mori* [55,56] (Table 2).

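The ommochrome-binding protein transcript TRINITY_DN17657_c3_g4_i1 was found in early instars only. Its counts were 475, 27 and 45 in early replicates 1, 2 and 3, which is 4.91 ± 4.64 CPM (SD, n = 3), and 0 in all late libraries, at least 128-fold lower. The fitted log2 fold change was 10.02 (standard error 1.46, adjusted p = 0.0307, edgeR quasi-likelihood). With 1 library left out it ranged from 8.66 to 10.49, the lowest without early replicate 1. By the exact test its adjusted p was 6.37e-07. Over its alternatives the adjusted p ranged from 3.66e-07 by DESeq2 to 0.13. It is 1 of 2 isoforms, and their sum was 6.06 ± 6.23 CPM in early and 0.0121 ± 0.0209 CPM in late instars. The late value rests on 1 count in replicate 2, too few for a fold. The adjusted p of the gene was 0.00115 by edgeR's quasi-likelihood test, just above the threshold, and without early replicate 1 it passed at 0.000762. Over its 11 alternatives, with other tests among them, the adjusted p of the gene ranged from 2.72e-39 to 0.00631.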

#### Sociality-related genes

One of the goals of this study was to assess if there was differential expression of candidate genes for sociality between early and late instars. As defined by Fitzpatrick et al. [57], candidate genes are those that have been identified to influence a certain phenotype in one organism, and are then tested for influencing a similar phenotype in another organism. Several orthologous genes appear to influence social behaviours across taxa, including, but not limited to, foraging, cooperative group living, mating and parental care. Some of the most studied “social” genes are listed in Table 3, of which seven were identified among DETs between early and late instars of *D*. *arcuata*. 

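Of the 11 transcripts of Table 3, edgeR's exact test called 7 and DESeq2 called 6. The quasi-likelihood test called none of them at an adjusted p of 0.001, with an unadjusted p under 0.05 for 9, and 5 passed at 0.05 with the limit on the fold. Adjusted over the list alone, 4 passed the 0.001 threshold. The paper gives these genes as examples from work on other species and does not say how the transcript of each was picked. The smallest adjusted p of that test was for the neuropeptide F precursor TRINITY_DN13765_c0_g1_i2, with 28.8 ± 2.73 CPM (SD, n = 3) in early and 2.2 ± 0.775 CPM in late instars (log2 fold change 3.72, standard error 0.34, adjusted p = 0.00417, edgeR quasi-likelihood). Its Trinity gene was called, with a log2 fold change of 3.63 and an adjusted p of 3.8e-05 by the quasi-likelihood test. The cAMP-dependent protein kinase TRINITY_DN13079_c0_g1_i1, the only isoform of its gene, had 0.0434 ± 0.0432 CPM in early and 8.62 ± 1.79 CPM in late instars (log2 fold change -7.17, standard error 0.68, adjusted p = 0.00447, edgeR quasi-likelihood). Its early counts were 4, 0 and 1 in replicates 1, 2 and 3. With 1 library left out, its log2 fold change ranged from -7.98 (without early replicate 1) to -6.88.

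The takeout transcript TRINITY_DN19810_c0_g1_i3 had 37.2 ± 12.1 CPM in early instars, and 0, 3.29 and 0.613 CPM in late replicates 1, 2 and 3 (log2 fold change 4.83, standard error 1.46, adjusted p = 0.105, edgeR quasi-likelihood, and 7.30 without late replicate 2). The period transcript TRINITY_DN20311_c0_g1_i6 had 8.5 ± 2.72 CPM in early and 0.348 ± 0.425 CPM in late instars (log2 fold change 4.50, standard error 1.12, adjusted p = 0.0614, edgeR quasi-likelihood). With 1 library left out, its log2 fold change ranged from 3.96 to 6.00, the highest without late replicate 1. The takeout and period transcripts made up 16.5% and 15.9% of the mean early CPM of their genes. The genes had log2 fold changes of 2.36 and 2.45, with adjusted p of 0.0104 and 0.00408 by the quasi-likelihood test, and both were called by the exact test. Without late replicate 2 the takeout gene passed the quasi-likelihood threshold (adjusted p = 0.00024). Over its 11 alternatives, with other tests among them, its adjusted p ranged from 5.97e-18 to 0.0404. Of the 11 Trinity genes, the quasi-likelihood test called 4 and the exact test called 6.

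**Figure D2:**
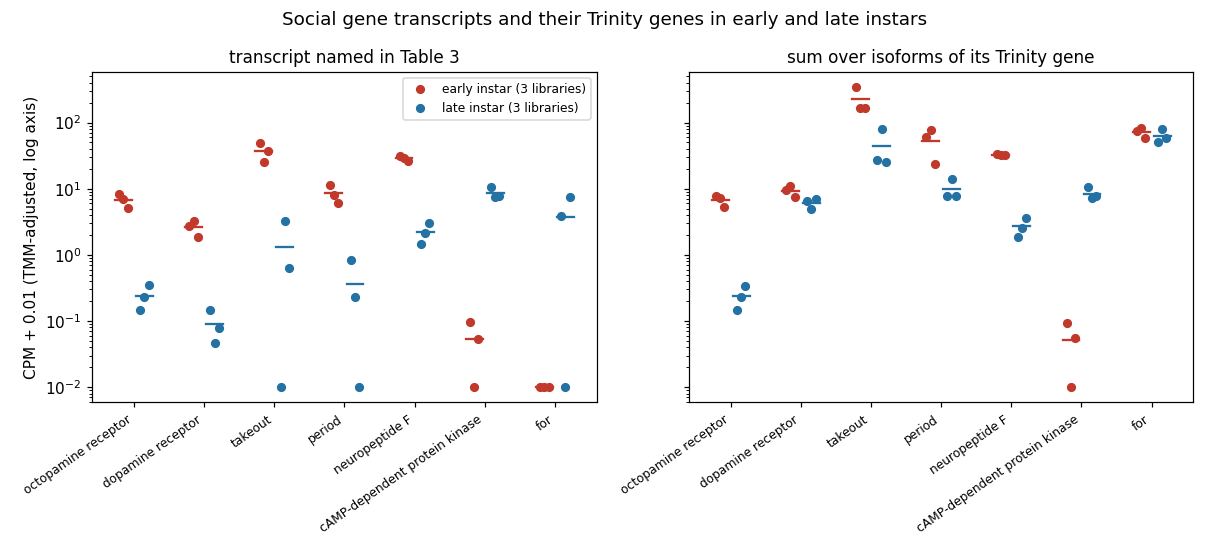
CPM of the 7 transcripts of Table 3 that the exact test called (left) and of the sum over all isoforms of their Trinity genes (right). The vertical axis is CPM + 0.01 on a log scale, each point is a library (3 early instar, 3 late instar), the bars are means, and points at the bottom have 0 counts. For neuropeptide F the stages stand apart in both panels, and the dopamine receptor and foraging (for) show little difference once isoforms are summed.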

Of particular interest are cGMP-dependent protein kinases, and biogenic amine-octopamine and dopamine receptors. Although a number of predicted “social” genes were identified among the *D*. *arcuata* DETs, there were some that were not observed to be significantly differentially expressed between early and late instars. These included syntaxin 1a, neuropeptide receptor (Npr)-, corazonin receptor, and vitellogenin receptor genes (Table 3).

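The syntaxin 1a transcript TRINITY_DN21083_c1_g1_i14 had 3.34 ± 0.327 CPM (SD, n = 3) in early and 6.55 ± 0.784 CPM in late instars, a log2 fold change of -0.97 (standard error 0.28, adjusted p = 0.0941, edgeR quasi-likelihood). The npr-1 transcript TRINITY_DN16480_c1_g1_i2 had 1.42 ± 1.26 CPM in early and 0.95 ± 0.429 CPM in late instars, and the corazonin receptor transcript TRINITY_DN18580_c1_g2_i6 had 0.854 ± 0.498 and 0.964 ± 1.12 CPM. Both differences were smaller than the spread between replicates, with log2 fold changes of 0.56 (standard error 1.40) and -0.20 (standard error 1.41). The sign of the npr-1 value changed without early replicate 2 (-0.048), and that of the corazonin receptor without early replicate 1 (0.21). The transcript TRINITY_DN14655_c2_g1_i1, which the paper lists under vitellogenin and vitellogenin receptors together, had 0.159 ± 0.14 CPM in early and 3.09 ± 1.26 CPM in late instars. Which of these it encodes was not examined here. Its log2 fold change was -4.11 (standard error 0.94, adjusted p = 0.0483, edgeR quasi-likelihood), and its exact test adjusted p was 0.003. DESeq2 called it with an adjusted p of 1.63e-05. The sum over the 6 isoforms of its gene was called, at -3.04 (standard error 0.42, adjusted p = 0.000943, edgeR quasi-likelihood), but not without early replicate 1, 2 or 3 or late replicate 3, where the adjusted p reached 0.00749. The npr-1 gene, of 3 isoforms, was higher in early instars, with 4.44 ± 0.86 against 1.3 ± 0.27 CPM, below the limit on the fold (log2 fold change 1.74, standard error 0.28, adjusted p = 0.00233, edgeR quasi-likelihood).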

**Table 3:** Examples of social genes/molecular products in invertebrates and their expression in larval *D*. *arcuata* transcriptome.

Gene/Product	Organism	*D*. *arcuata* transcript ID	log_2_FC*
octopamine receptor	*L*. *migratoria* [58]	TRINITY_DN15936_c1_g2_i1	4.90
dopamine receptor	*L*. *migratoria* [59]	TRINITY_DN21054_c1_g2_i1	4.86
takeout	*L*. *migratoria* [60]	TRINITY_DN19810_c0_g1_i3	4.82
period	*A*. *mellifera* [61]	TRINITY_DN20311_c0_g1_i6	4.51
neuropeptide F precursor	*Drosophila melanogaster* [62]	TRINITY_DN13765_c0_g1_i2	3.73
npr-1	*Caenorhabditis elegans* [63]	TRINITY_DN16480_c1_g1_i2	0.56**
corazonin receptor	*Harpegnathos saltator* [64]	TRINITY_DN18580_c1_g2_i6	-0.198**
syntaxin 1a	*Lasioglossum albipes* [65]	TRINITY_DN21083_c1_g1_i14	-0.96**
vitellogenin, vitellogenin receptors	*A*. *mellifera* [66]	TRINITY_DN14655_c2_g1_i1	-4.10**
cAMP-dependent protein kinase	*S*. *gregaria* [67]	TRINITY_DN13079_c0_g1_i1	-7.15
*for*, cGMP-dependent protein kinase	*D*. *melanogaster* [68] *A*. *mellifera* [69]	TRINITY_DN18355_c0_g1_i6	-9.61

* +log_2_FC values indicate upregulation in early instar, and -ve log_2_FC values indicate upregulation in late instar.

** indicates log_2_FC values at FDR>0.001, hence not included among DETs.

cGMP-dependent protein kinase encoded by foraging (*for*) gene is implicated in the mediation of social and foraging behaviours in diverse insect orders including Hymenoptera, Orthoptera, and Diptera (Table 3). The natural allelic variation in the *for* gene influences fly phenotypes (rover *vs*. sitter), and the differential expression of the *for* gene is associated with nursing-foraging worker phenotypes in honeybees, ants and wasps, and gregarious-solitary phenotypes in desert locusts. For example, in honeybees there is an increased expression of cGMP-dependent kinases (encoded by *for* gene) in foragers that go out of the hive relative to the nurse bees that stay in the hive. Similarly, fly larvae that express the rover phenotype (carrying rover allele at *for* gene) forage over longer distances than sitters (carrying sitter allele at *for* gene). 

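The foraging (for) transcript TRINITY_DN18355_c0_g1_i6 had 0 counts in early instars and 140, 0 and 108 counts in late replicates 1, 2 and 3. On the mean of 3.73 ± 3.68 CPM (SD, n = 3) this is at least 99.5-fold higher in late instars, with a fitted log2 fold change of -9.62 (standard error 3.10, adjusted p = 0.166, edgeR quasi-likelihood). The exact test called it with an adjusted p of 0.000995, and DESeq2 did not (adjusted p = 0.0145). Without late replicate 2, the quasi-likelihood adjusted p was 0.0239. Over the 14 alternatives whose filter kept the transcript, its adjusted p ranged from 0.000995 by the exact test to 0.3. The transcript is 1 of 9 isoforms of its Trinity gene and held 5.97% of the mean late CPM of the gene. The sum over the isoforms was 71.6 ± 12.2 CPM in early and 62.5 ± 14.7 CPM in late instars, a difference within the spread between replicates (log2 fold change 0.20, standard error 0.22, adjusted p = 0.565, edgeR quasi-likelihood). From deposited TPM summed over the isoforms, which takes the length of each isoform into account and was chosen after seeing the data, the log2 ratio was -0.04.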

In *D*. *arcuata*, we observed relative upregulation of transcripts coding for the *for* ortholog in late instars (log_2_FC = -9.969, Table 3). As the *D*. *arcuata* larvae develop from early to late instars, they disperse from the communal silk shelters to forage individually and establish solitary leaf shelters. The refore, the relative increase expression of cGMP-dependent kinase in late instars could be correlated with this change in foraging pattern, similar to what has been observed in rover phenotypes in flies and honeybee foragers [68,69].

Other interesting DETs to highlight are those coding for the biogenic amine receptors, dopamine (DA) and octopamine (OA). Biogenic amines have long been known to influence sociality and related behaviours in different insects such as locusts, ants, and honeybees [58,59,70,71]. Particularly in locusts, some OA and DA receptors have been found to be associated with gregarious-solitary state transitions [58,59,72]. In *D*. *arcuata* larvae, we observed a relative upregulation of both OA and DA receptors in early instars that live in groups, relative to the late instars that live solitarily (Table 3). This differential expression of OA and DA could be associated with group formation and maintenance in early instars, similar to specific DA and OA receptors that mediate gregarious behaviour in locusts.

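The octopamine receptor transcript TRINITY_DN15936_c1_g2_i1, the only isoform of its Trinity gene, had 8.27, 7.05 and 5.16 CPM in early replicates 1, 2 and 3 and 0.137, 0.222 and 0.341 CPM in late replicates 1, 2 and 3. The means were 6.82 ± 1.56 CPM (SD, n = 3) and 0.233 ± 0.102 CPM, a log2 fold change of 4.89 (standard error 0.51, adjusted p = 0.00506, edgeR quasi-likelihood). Among Trinity genes, where fewer and less variable features were tested, it was called with a log2 fold change of 4.98 and an adjusted p of 4.53e-05 by the same test. It was also called there under each of its 11 alternatives, with adjusted p of at most 0.000591. The dopamine receptor transcript TRINITY_DN21054_c1_g2_i1 had 2.6 ± 0.685 CPM in early and 0.0807 ± 0.0511 CPM in late instars (log2 fold change 4.88, standard error 0.69, adjusted p = 0.0116, edgeR quasi-likelihood). It rests on 7 counts over the late libraries, and the exact test called it with an adjusted p of 0.000718. It is 1 of 13 isoforms, and their sum was 9.28 ± 1.79 CPM in early and 6.11 ± 1.07 CPM in late instars. The difference of the whole gene did not pass either threshold (log2 fold change 0.60, standard error 0.24, adjusted p = 0.0941, edgeR quasi-likelihood).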

Our transcriptome analysis thus provides leads into genes that may influence the developmental shift from social to solitary in *D*. *arcuata* larvae, and the putative role of these genes can be further tested using pharmacological and/or genetic techniques such as RNAi and CRISPR. RNAi and CRISPR have been used with insects to study genetic modulation of different behaviours, including gregarious behaviour in the desert locust [67], nurse to forager transition in honeybees [73], migration in the monarch butterfly [74], and sociality in the ponerine ant [75,76].

## Conclusion

This study provides the reference transcriptome for larval *D*. *arcuata*. As the first transcriptomic resource for a species within the superfamily Drepanoidea, this research fills a knowledge gap in the field of Lepidoptera genomics. Also, differential transcript analysis using RNA-seq data from social “early” and solitary “late” instars revealed a marked shift in the transcriptome profile, including changes in the expression of sociality-related genes involved in foraging and grouping behaviours in other insects. The masked birch caterpillars and their relatives, that vary in social grouping behaviour within and between species, offer a great opportunity to explore proximate mechanisms of sociality in larval insects.

## Supporting information

S1 Fig Length distribution of the larval *D*. *arcuata* transcripts assembled by Trinity. The x-axis indicates the length of transcripts (bp) and y-axis indicates the total number of transcripts for each given size range. Out of 231,348 transcripts, ~49% transcripts are above 500 bp, ~17.5% between 500 bp-1kb, and ~31.5% above 1kb in length.
(TIF) Click here for additional data file.

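Counted from the length column of the deposited tables, 113513 transcripts (49.07%) were longer than 500 bp and 40623 (17.56%) had 500 to 1000 bp. The shares are of all assembled transcripts, whether or not they were expressed in a given stage. For the longest isoform of each Trinity gene, 29.69% were longer than 500 bp and 14.66% longer than 1 kb.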

S2 Fig Representation of partitioning of *D*. *arcuata* transcripts into KEGG pathways. OS = Organismal systems, CP = Cellular Processes, EIP = Environmental Information Processing, GIP = Genetic Information Processing, M = Metabolism. The numbers on the right side of bars indicate the total number of transcripts annotated to respective KEGG pathway (labelled on the left), and x-axis shows the percentages for each pathway calculated from the total number of transcripts annotated to KEGG pathways. Metabolic processes were most represented (~26.52%), with carbohydrate, lipid and amino acid metabolism being the top pathways in this group.
(TIF) Click here for additional data file.

S3 Fig Histogram representing classification of clusters of orthologous groups (KOG) for the larval transcriptome. Among the 26 KOG function groups, the transcripts ‘General function prediction only’ was most represented (~16.68%) followed by ‘Signal transduction mechanisms’ (~13.35%). Percentages were calculated for each function class by dividing the total number of transcripts annotated to each class by the total number of transcripts annotated to KOG.
(TIF) Click here for additional data file.

S4 Fig Biological validation of RNA-seq-based DETs using RT-qPCR. Scatter plot showing transcript expression in terms of log2-fold changes obtained from RNA-seq and RT-qPCR data for arbitrarily selected DETs. Each diamond represents a DET, N = 10. Linear regression analysis revealed high correlation between RNA-seq and RT-qPCR data (R^2^ = 0.9429, R = 0.9710).
(TIF) Click here for additional data file.

S5 Fig Representation of partitioning of DETs into KEGG pathways. OS = Organismal systems, CP = Cellular Processes, EIP = Environmental Information Processing, GIP = Genetic Information Processing, M = Metabolism. Maximum number of DETs were identified to be associated with metabolic pathways, within which carbohydrate metabolism (~8.5%) and amino acid metabolism (~5.8%) were the top two pathways.
(TIF) Click here for additional data file.

S6 Fig Gene Ontology (GO) classification of differentially expressed transcripts between early and late instar *D*. *arcuata*. Pie chart represents the classification of transcripts in the functional category—biological process.
(TIF) Click here for additional data file.

S1 Table Availability of data used in the transcriptomic analysis of larval *D*. *arcuata*. (DOCX) Click here for additional data file.

S2 Table Transcript IDs, NR IDs and sequences of primers used for RT-qPCR validation of selected DETs in late vs. early instars. (DOCX) Click here for additional data file.

S3 Table Summary of RNA sequencing data and transcriptome assembly for early and late instar larvae. (DOCX) Click here for additional data file.

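The expected counts of the 3 early libraries summed to 81319393, which is 75.3% of the clean reads that S3 Table gives for early instars. Those of the 3 late libraries summed to 78957295, or 76.7% of the clean reads for late instars. RSEM counts a read pair as 1 fragment, so these shares take the totals of S3 Table as read pairs. Between 97.6% and 98.3% of the counts of a library fell on the transcripts tested between the stages.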

S1 File Trinotate annotation report for larval *D*. *arcuata* transcriptome. (ZIP) Click here for additional data file.

S2 File Differential expression information on DETs (log_2_FC≥2; FDR≤0.001) identified between early and late instars. (TXT) Click here for additional data file.

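The table gives, for each DET, the log2 fold change and test of edgeR and an expression value for each library. The first 1999 of the 3300 rows of S2 File were read here, in order of the adjusted p, so they are its most significant ones, up to an adjusted p of 1.75e-05 in the paper's edgeR test. All of these transcripts were tested, and the log2 fold changes of edgeR's exact test differed from those of the table by at most 0.0065. The adjusted and unadjusted p of the first row of the table differ by a factor of 52912, the number of transcripts tested here. Each of the 1999 had the same sign in the quasi-likelihood test, and 1915 of them passed it at an adjusted p of 0.05 with the limit on the fold. The expression value of each library was the deposited TPM of that library times a constant of 1.03, 1.07 and 1.07 for the early and 0.901, 0.965 and 0.971 for the late replicates, for every transcript above 1 TPM to within 1%.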

# Supplementary material for: Transcriptome analysis of a social caterpillar, Drepana arcuata: De novo assembly, functional annotation and developmental analysis
**Source:** PLoS One. 2020 Jun 22;15(6):e0234903. doi: 10.1371/journal.pone.0234903
**Supplement:** S1 Table

**S1 Table. Availability of data used in the transcriptomic analysis of larval *D. arcuata***

| **Data set** | **Accession number/File names** | |
| --- | --- | --- |
| Raw RNA-Seq reads | Bioproject PRJNA556910 | |
|  | **SRA Accession**  SRR9883279  SRR9883281  SRR9883284  SRR9883280  SRR9883282  SRR9883283 | **Biosample**  SAMN12402633  SAMN12402635  SAMN12402638  SAMN12402634  SAMN12402636  SAMN12402637 |
| Transcriptome assembly sequences | DDBJ/EMBL/GenBank under the accession GIKL00000000 | |
| Expression data for all transcripts | Gene Expression Omnibus (GEO) under the accession GSE146351 | |

# Supplementary material for: Transcriptome analysis of a social caterpillar, Drepana arcuata: De novo assembly, functional annotation and developmental analysis
**Source:** PLoS One. 2020 Jun 22;15(6):e0234903. doi: 10.1371/journal.pone.0234903
**Supplement:** S2 Table

**S2 Table. Transcript IDs and sequences of primers used for RT-qPCR validation of selected DETs in late vs early instars**

| **Transcript ID** | **Primer Sequence** | **NR ID** |
| --- | --- | --- |
| TRINITY_DN12902_c0_g1_i1 | F GGCACAAGAAATAGCAAAGC  R CAAGGCTTTCAATTCAGCAT | XP_022815561.1 |
| TRINITY_DN19051_c1_g1_i1 | F TAAAAAGGCGCAAATACAGG  R TTGGAGAAATGTTTCGTGGT | KPJ03807.1 |
| TRINITY_DN22716_c4_g2_i1 | F AATAAAAATCCGCTCCATCC  R GCTATAAACGTGGCGGATTA | XP_022816803.1 |
| TRINITY_DN18436_c1_g4_i1 | F CATGTCAGCGAAAACTTGTG  R AAAGCACGCTCAATCAGTTC | XP_021187481.1 |
| TRINITY_DN13131_c0_g1_i1 | F AACGTCGTTGTGAAAAGCTC  R GGTAATCCGTTGATTTGTCG | XP_012545354.1 |
| TRINITY_DN16368_c1_g3_i2 | F TCAGTGTCCATGCATTCGT  R ACATTCTGCGACCTTGGTT | XP_022826184.1 |
| TRINITY_DN17711_c2_g1_i9 | F AGCCCAGTTTCATGACCAA  R ACAAGTTGGTCGAGACGTT | XP_011562341.1 |
| TRINITY_DN13071_c0_g1_i1 | F AGAACACCGATCTTGCACA  R TCTTGTACGGTTGTTGGCA | PCG79677.1 |
| TRINITY_DN17510_c2_g2_i2 | F TGTATTGATGCGCCAGTCT  R ATGCCAACGTCATTGTCCT | KOB74604.1 |
| TRINITY_DN13765_c0_g1_i2 | F CGTAAAGTCCTCCCAGAGCG  R GCTACAGAATAAAACCATGTCCCG | NP_001127729.1 |

# Supplementary material for: Transcriptome analysis of a social caterpillar, Drepana arcuata: De novo assembly, functional annotation and developmental analysis
**Source:** PLoS One. 2020 Jun 22;15(6):e0234903. doi: 10.1371/journal.pone.0234903
**Supplement:** S3 Table

**S3 Table. Summary of RNA sequencing data and transcriptome assembly for early and late instar larvae**

| **Sequencing data** | | |
| --- | --- | --- |
|  | **Early instar** | **Late instar** |
| Total raw reads | 134,237,850 | 125,163,731 |
| Total clean reads | 108,028,166 | 102,984,128 |
| % GC | 48 | |
| **Transcriptome assembly statistics- Early instar** | | |
|  | **Transcripts** | **Unigenes** |
| Total number | 163,983 | 77,607 |
| N50 length | 2151 | 1556 |
| Median length | 559 | 356 |
| Average length | 1131.54 | 766.01 |
| Total assembled bases | 185,552,862 | 59,447,459 |
| % GC | 42.32 | |
| **Transcriptome assembly statistics- Late instar** | | |
|  | **Transcripts** | **Unigenes** |
| Total number | 166,348 | 83,125 |
| N50 length | 2149 | 1489 |
| Median length | 526 | 340 |
| Average length | 1105.73 | 729.13 |
| Total assembled bases | 183,936,505 | 60,608,956 |
| % GC | 42.89 | |

How the deposited data were processed for this re-analysis (not part of the article)

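RNA of Drepana arcuata larvae was sequenced as 150 bp paired-end reads in 3 libraries of early instars (I and II, pools of 20 larvae) and 3 libraries of late instars (IV and V, pools of 5 larvae). All larvae came from 1 female. Which library belongs to which stage and replicate was taken from the sample labels and the paper. The label of the third early library writes the digit 1 in place of the letter I, and it was read as early replicate 3.

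The authors trimmed the reads with Trimmomatic, removing those under 50 bp, assembled the reads of all libraries with Trinity, and estimated abundance with RSEM. The version of RSEM and the aligner are not given in the sources used here. The authors deposited expected counts per transcript, without normalization, which RSEM obtains by dividing each fragment between the transcripts it maps to. Beside them, the authors deposited TPM and FPKM, which RSEM computes within a library from the counts and the effective lengths, and the percent of the TPM of its Trinity gene that each isoform holds. FPKM and the isoform percent were read but entered no test. No reference genome was used, so transcripts carry no genome coordinates, and their names are those of the closest protein of another species given in Table 2 and Table 3 of the paper.

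From the deposited expected counts, rounded to whole numbers, transcripts with more than 1 CPM in at least 2 of the 6 libraries were tested with edgeR 4.0.16 in R 4.3.3 (estimateDisp, glmQLFit and glmQLFTest with default settings) after TMM normalization. The 2 stages were the only groups, and no covariate entered the fit. Counts summed over the isoforms of each Trinity gene were tested in the same way. Benjamini-Hochberg adjustment was used, and calls needed an adjusted p of at most 0.001 and a log2 fold change of at least 2 in size. The alternatives were edgeR's exact test with tagwise dispersions, DESeq2 1.42.0, RLE factors, no composition factor, no filter, filterByExpr, CPM above 1 in 3 libraries, a prior count of 2 in place of 0.125, an adjusted p of 0.05, glmTreat against a log2 fold of 1, a robust fit, the replicate number as a block, and each of the 6 libraries left out in turn. DESeq2 gave no adjusted p for 552 of the transcripts, which were not counted as calls. A range of adjusted p over the alternatives of a transcript or gene takes in all tests run on it. It leaves out settings whose filter removed the transcript or gene. The design, these alternatives and the rule for naming transcripts were set before the data were examined. By that rule, the text names every transcript of Table 2, Table 3 and S2 Table, whose values in the paper had been seen, and the 3 called transcripts with the smallest p in each direction, of which the quasi-likelihood test gave none. The rule also covers the Trinity gene of each, and genes not described one by one enter only the counts over each table. Other contigs named were chosen after their values were seen.

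The steps were tested on simulated counts with the means, library sizes and spread of the real libraries and 200 changed features, with log2 changes of 4 or 6 in either direction. Over 52912 simulated transcripts, the quasi-likelihood test called 76 of the 200 changed and 0 unchanged ones, the exact test 194 changed and 51 unchanged ones, and DESeq2 191 changed and 88 unchanged ones. Over 22132 simulated Trinity genes, the quasi-likelihood test called 199 changed and 3 unchanged ones. All changed features called at an adjusted p of 0.05 had the right direction. The changed features were drawn from those with a mean above 10 CPM. The numbers of changed ones called therefore do not cover weaker transcripts or smaller changes.

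Depth ran from 11177800 to 46307057 counts per library. A transcript of 1 CPM thus rests on about 11.2 counts in the shallowest library and 46.3 in the deepest, and lower bounds of a fold use a floor of 3 counts over the 3 libraries of a stage. The spread between replicates was given as the BCV in each stage alone. Correlations between libraries used log2(CPM + 1). GO, KEGG, KOG and BUSCO results, RT-qPCR measurements and the separate assemblies of S3 Table were not analysed here, since the files hold no sequences or annotation.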

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

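The cluster and the tests of its explanations were chosen after its values were seen, while the test of its Trinity genes was set before. The Trinity read cluster TRINITY_DN21441, of which the paper lists contigs in S2 File without discussing them, is the most abundant cluster of contigs in late instars. A read cluster is the part of the assembly from which Trinity builds 1 or more genes. Summed over its contigs, it had 14020, 10760 and 15010 CPM in late replicates 1, 2 and 3, with a mean of 13260 CPM, and 8.68, 28.6 and 5.83 CPM in early replicates 1, 2 and 3. On the mean CPM this is a share of 1.33% in late instars. The ratio of the stage means was 922, or 1827 without early replicate 2, the highest early library. It stood out as a strong signal outside the genes the paper discusses. The quasi-likelihood test called 18 of its 19 tested Trinity genes. By abundance its rank was 1 in late and 6969 in early instars.

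A single odd library is argued against, since the highest late library held only 1.40 times the level of the lowest. The annotation report (S1 File) and the assembled sequences that the paper points to were not used here, and either could name these contigs. Without them, RNA of another organism that lives on or in late larvae, or in their food, cannot be told apart from a transcript of the larvae at this share of 1.33%. An induction between instar II and instar IV, which is the difference the design names, stays open and untested.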

How the results depend on the processing

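The restriction to single-isoform transcripts, the sum of TPM per gene and the similarity over transcripts called by the exact test were chosen after seeing the data. The number of differentially expressed transcripts was 0 with edgeR's quasi-likelihood test (12871 at an unadjusted p under 0.05). It was also 0 with RLE factors, no composition factor, filterByExpr, CPM above 1 in 3 libraries, a prior count of 2, glmTreat, the robust fit, and with each library left out (from 0 to 0). The exact test gave 3276, DESeq2 4320, no filter 1892, an adjusted p of 0.05 3818, and the 4346 single-isoform transcripts alone 485. The number of Trinity genes with such a transcript moved from 0 to 2289, 3050, 1469 and 2756 with the exact test, DESeq2, no filter and an adjusted p of 0.05. The transcripts past the threshold were, in the same order, 16, 15, 14 and 13 for Table 2, 7, 6, 3 and 5 for Table 3, and 10, 10, 7 and 9 for the RT-qPCR list. With no main calls there is no main share higher in late instars. It was 65.93%, 59.49%, 74.15% and 58.15% in the same order, and the cause was not tested. Why the tests differ was not tested beyond the simulation over 52912 transcripts, where the exact test called 194 of 200 changed and 51 unchanged ones, and the quasi-likelihood test 76 of 200 changed (38%) and 0 unchanged ones. The changed ones there had a mean above 10 CPM and log2 changes of 4 or 6, so these shares do not cover weaker transcripts.

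The number of differentially expressed Trinity genes was 1953, with 1926 under RLE factors and 1691 with the replicate block. It was 3097 with the exact test, 2936 with DESeq2 and 3828 with no filter. With 1 library left out it ranged from 1026 (without early replicate 1) to 2487 (without late replicate 2), with 1204 without early replicate 2 and 1159 without early replicate 3. The smaller number of libraries is part of the cause of the lower counts. Called transcripts whose Trinity gene was not called went from 0 to 741, 1052 and 328 with the exact test, DESeq2 and no filter. Those with a sibling isoform called in the opposite direction went from 0 to 138, 175 and 47. With a library left out both could only be 0, since no transcript was called.

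The replicate numbers did not pair the libraries. The deviations of same-numbered libraries from their stage means correlated at 0.0725, 0.000608 and 0.0897. With the replicate block, 0 transcripts were called, with a smallest adjusted p of 0.0495.

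Over 36 named transcripts, 514 of the values under the alternatives kept their direction and side of the threshold, 111 passed it (with the exact test, DESeq2, no filter or an adjusted p of 0.05), and 4 changed sign. The npr-1 transcript TRINITY_DN16480_c1_g1_i2 went to -0.25 with the replicate block, and ranged from -0.048 (without early replicate 2) to 1.14 with a library left out. The corazonin receptor transcript TRINITY_DN18580_c1_g2_i6 went to 0.57 with the block, and ranged from -0.79 to 0.21 (without early replicate 1). Over the Trinity genes, 345 values stayed, 37 passed the threshold, 26 fell below it, and 6 changed sign. The gene TRINITY_DN20585_c1_g1 ranged from -0.16 to 0.15 and was above 0 without early replicate 3, late replicate 1 (0.0058) and late replicate 2 (0.0013). The gene TRINITY_DN18580_c1_g2 ranged from -0.38 to 0.068 and was above 0 without early replicate 2 (0.02), early replicate 3 and late replicate 3 (0.01). None of these was called under any alternative, and the cause was not tested. With summed TPM in place of counts, 20 of the genes moved by less than their standard error and 15 by more, and TRINITY_DN22716_c4_g2 gave no value.

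The BCV of transcripts in early instars was 0.682, from 0.671 to 0.693 with 1 library left out, and 0.362 over transcripts with a mean CPM above 10. In late instars it was 0.759, from 0.67 (without late replicate 2) to 0.79, and 0.472 above 10 CPM. The lowest correlation within a stage was 0.866, and 0.778 with log2(CPM + 0.1), 0.809 over transcripts called by the exact test and 0.934 with TPM. The highest between stages was 0.8, and 0.663, 0.0319 and 0.906 in the same order. The similarity over called transcripts could not be computed for the quasi-likelihood test, which called none. With the isoform of median length per Trinity gene, the N50 of unigenes moved from 1190 to 672 bp, the median from 333 to 319 bp, the mean from 672 to 533 bp and the total to 61887428 bases, by construction. Depth limits the lowest values most, since 1 CPM is 11.2 counts in early replicate 2.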

Differences from the paper's values

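The paper's number of DETs is 3300, against 0 from edgeR's quasi-likelihood test here. Of the alternatives set before the data were examined, the exact test (3276), DESeq2 (4320) and an adjusted p of 0.05 (3818) come within 1.5 times the paper's value. No filter (1892) does not, and neither do RLE factors, no composition factor, filterByExpr, CPM above 1 in 3 libraries, a prior count of 2, glmTreat, the robust fit, the replicate block or any fit with a library left out, which all gave 0. The exact test called all 16 transcripts of Table 2, of which the quasi-likelihood test called 0. It also called the 1999 transcripts read from S2 File, which are the most significant of the paper's 3300, so that this overlap says little about the rest.

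The paper gives 3098 unigenes beside its DETs and its text does not say how they were counted, so they are compared here both as Trinity genes with a called transcript and as genes tested as genes. The number of Trinity genes with a called transcript was 0 here. The exact test (2289), DESeq2 (3050) and an adjusted p of 0.05 (2756) come within 1.5 times, and no filter (1469) and the other alternatives (0) do not. When Trinity genes were tested as genes, the quasi-likelihood test called 1953 against the paper's 3098. The exact test (3097), DESeq2 (2936), no filter (3828) and the fit without late replicate 2 (2487) come within 1.5 times, and RLE factors (1926), the replicate block (1691) and the other fits with a library left out (1026 to 1540) do not.

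The paper counts 7 transcripts of Table 3 among its DETs, against 0 here. The exact test (7), DESeq2 (6) and an adjusted p of 0.05 (5) come within 1.5 times, and no filter (3) and the other alternatives (0) do not.

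Of the transcripts measured by RT-qPCR, the paper gives 3 as down-regulated in early instars, against 5 here. Under every alternative that tested all 10, the number was 5 as well, and none came within 1.5 times. The paper gives 7 as up-regulated in early instars, and 5 were higher there.

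The running text of the paper defines the log2 fold change as late over early, while the notes of its Table 2 and Table 3 give positive values as higher in early instars. Computed as early minus late, the values had the sign of the paper's in 16 of 16 transcripts of Table 2 and 11 of 11 of Table 3, with largest differences of 0.023 and 0.02.

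The paper states that most DETs were higher in late instars, and the quasi-likelihood test gave no calls to divide. Of the calls lower and higher in late instars, the exact test gave 34.07% and 65.93%, DESeq2 40.51% and 59.49%, no filter 25.85% and 74.15%, and an adjusted p of 0.05 41.85% and 58.15%.

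The paper states that for is up-regulated in late instars and the dopamine receptor in early instars. For the transcripts it names, the direction is the same here, and on the summed isoforms the log2 fold changes were 0.20 and 0.60, neither past the threshold.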

Other observations

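The following tests, or the limits that decide them, were chosen after the result was seen: the count of splits for the quasi-likelihood test on transcripts, both tests of the spread of transcripts below 100 CPM, the depth, the mixture with early larvae and the early-instar pool for late replicate 2, and the carry-over for early replicate 2 with its limits on abundance. The other tests were written down before.

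The 6 libraries make 10 splits into 3 and 3, so the share of splits as large as the real one is never under 0.1, and chance cannot be excluded by this count for any result. With edgeR's quasi-likelihood test on transcripts, 10 of the 10 splits gave as many calls as the real one, since the real split gave 0. With the exact test on transcripts, 1 of the 10 splits, the real one, gave as many as 3276, and the 9 splits that mix the stages gave 5 to 31. With the quasi-likelihood test on Trinity genes, 1 of the 10 gave as many as 1953, and the others gave 0. A split that mixes the stages has their difference within its groups, which lowers its number of calls.

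The exact test called 741 transcripts whose Trinity gene it did not call. For 433 of them the gene's log2 fold change was under 1 in size, and for 150 it had the other sign. The splits that mix the stages gave at most 23 such calls. They gave few calls of any kind, since the difference between the stages then adds to the spread within each group, so this does not decide whether a random division of reads between isoforms gave the 741. In counts simulated with the real spread, the exact test called 51 of the unchanged among 52912 transcripts, fewer than 741, but a simulated number is no test of the division itself. Random division, isoform use that differs between instars, and a division by RSEM that shifts with the stage for another reason all stay open. Contigs that are alleles of 1 gene, in pools of 20 and of 5 larvae, were not tested. For the 16 transcripts of Table 2, 7 belonged to a gene that the exact test did not call.

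Transcripts varied more between replicates than Trinity genes, which bears on the low number of calls per transcript. Transcripts and genes were compared in 8 classes of mean CPM, with the spread taken in each stage, 16 in all. The classes held the same numbers of transcripts and genes in both stages, so expression was not matched within a stage. Over all 16, the BCV of transcripts with siblings was between 0.898 and 2.9 times that of genes, with a median of 1.69, which did not decide whether lower counts account for the difference. The comparison was then limited to the 12 classes below 100 CPM, a limit set after that result was seen. In these the ratio was at least 1.27, so the difference remained at like mean CPM. A transcript with few counts in 1 stage can enter a class through the other stage. The ratio therefore does not decide whether lower counts are the whole cause below 100 CPM. From 100 to 200 CPM it was 1.11 in early and 1.05 in late instars, and above 200 CPM it was 0.898 and 0.945, so that abundant transcripts did not clearly vary more than genes. Transcripts that are the only isoform of their gene had a median of 1.12 times the BCV of genes in the 12 classes, with a range of 0.957 to 1.27. Below 100 CPM this is consistent with the division of reads between isoforms adding spread, a hypothesis found and tested on the same libraries.

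Late replicate 2 lacked part of the late-instar expression. Of 1486 Trinity genes higher in late instars in a fit without it, 158 (10.6%) lay below 10% of the mean of late replicates 1 and 3 in this library. The same count was 12 of 925 for late replicate 1, 0 of 970 for late replicate 3, and 1 of 445, 0 of 466 and 1 of 560 for early replicates 1, 2 and 3 with genes higher in early instars. Low depth of this library is argued against, since it held 28276799 counts and late replicate 3, with no such genes, held 15109224. A dilution by early larvae would lower all late-instar genes, yet 58.5% of the 1486 were at or above the mean of replicates 1 and 3. This argues against it as the whole cause. A small share of early RNA stays open, since genes higher in early instars stood at 9.62% of their early level in this library (median of 1001 genes) against 7.77% in the 2 other late libraries. The same values were 6.41% against 6.94% for late replicate 1 and 6.54% against 6.31% for late replicate 3. By the same measure, 10.8% of 970 genes were at or above the mean of the other late libraries in late replicate 3, with a median ratio of 0.589. In early replicate 3 it was 9.46% of 560 genes, with a median ratio of 0.727. No explanation of these was tested. An early pool in its place is argued against by its correlations, at least 0.866 with each late library and at most 0.8 with each early one. Among the named genes below 10% were those of urbain (0.261%), glucose dehydrogenase (2.24%) and mucin (9.25%). A difference in physiological state among larvae of instars IV and V, such as the time since the last molt, is a candidate explanation that the labels do not let be tested.

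Early replicate 2 held low counts of late-instar genes. Over 38 genes above 100 CPM in late instars and below 0.1% of that in early replicates 1 and 3, its level was 0.251% of the late mean (median, quartiles 0.155% and 0.492%) and exceeded both other early libraries in 97.4%. The share was not constant over these genes, with a lowest value of 0 and a highest of 4.69%. Picked in the same way, 14 genes had a median of 0.0179% in early replicate 1 and exceeded the others in 7.14%, and 16 genes had a median of 0.00939% in early replicate 3. Over 30 genes in common, the medians were 0.0188%, 0.178% and 0.00939% in early replicates 1, 2 and 3. Carry-over of RNA or reads from a late library may account for this, and so might 1 older larva in the pool, which would bring the same genes and was not told apart from it. The reverse, early-instar genes in late libraries, could not be examined because 0 genes met the same limits. S2 File names the column of this library E2_new, and the paper's text does not say why.

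The Trinity read cluster TRINITY_DN22537, chosen after its values were seen, varied between replicates of 1 stage more than any of the other 11 clusters among the most abundant of either stage. It had 563, 12580 and 3517 CPM in early replicates 1, 2 and 3 and 3521, 3403 and 8803 CPM in late replicates 1, 2 and 3. The quasi-likelihood test called none of its 9 tested Trinity genes. The ratio of its highest to its lowest early library was 22.4. No explanation was tested.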
